A study of Bos taurus with 12 samples.

How the data were processed

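Gene expression was measured by RNA sequencing of the somatic cells in cow's milk, which are the cells that can be spun out of milk and include white blood cells and shed mammary cells. The series holds 12 libraries from 6 Holstein cows, with 1 healthy and 1 mastitic gland (the udder is made of separate glands) of each cow. Milk was drawn by cannula, RNA was extracted with Trizol, and poly(A) RNA was made into libraries with the Illumina TruSeq RNA kit, per the labels' protocols. The genome build was UMD 3.1, per the submitters' processing notes. The aligner, the read counter and the annotation release are not given in the sources used here.

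The deposited table held 1 row per gene, named by a versioned Ensembl cattle gene ID, and 1 column of RPKM values (reads scaled by gene length and by the total of reads of the library) per library, computed by the authors, per the file headers. Its name speaks of counts, and the values are RPKM. All 12 columns matched a sample title, and 0 columns belonged to other samples. Because the test fixed before the data were examined was meant for raw counts, limma on a log scale was used instead, with the same libraries and the same block by cow. The table paired no ID with a symbol. The RefSeq gene table used here held no Ensembl IDs and so could match 0 of the 24596 IDs. Genes therefore appear by ID and without position or function. For that reason the 19 gene lists fixed before the data were examined, the planned share of milk protein genes and the naming of 10 genes per direction could not be applied.

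RPKM values of low genes were whole multiples of a step that depended on the gene and the library. From these steps the total of reads behind each library's RPKM, the gene lengths in whole bases and the number of reads per gene were solved for together. Every value above 0 came out whole, within 0.002 reads, in 16589 of the 16592 genes above 0 in at least 3 libraries. Over all genes of the table, 98.0% of the values above 0 were recovered as whole reads. Between 45.9% and 48.5% of the recovered read numbers per library were even, so no library carried a common factor of 2. On 6000 simulated genes the procedure returned 12 of 12 totals exactly and all reads of 99.9% of the genes it solved. Reads and lengths recovered in this way are inferred from the deposited values, and they served for depth, shares and alternatives, not for the main test. Gene lengths are those the values imply and were not checked against an annotation. Unsolved genes held at most 0.0708% of the RPKM of a library. No molecular identifiers are named in the labels, so read numbers describe counting depth only.

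For the main test, genes with at least 1 RPKM in at least 6 libraries were kept, which left 10162 genes. Libraries were scaled by a trimmed mean of log ratios (TMM, trimming 30% of log ratios and 5% of abundances at each end, written out in R 4.3.3), a pseudocount of 1 RPKM was added, and log2 values were fitted with limma 3.58.1 with cow as a block, group as the effect, and a mean-variance trend. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg, and 0.05 was the threshold. Fold changes are on the log2(RPKM + 1) scale, which understates the change of low genes. The block was fixed in the main design because the 2 libraries that share an animal number in their titles came from 1 cow. Deviations from the group means correlated between the glands of each cow at 0.37 to 0.76 across genes. In 3 of 6 cows this was the highest correlation, and in the other 3 a gland of another cow correlated more, at 0.51, 0.42 and 0.76 against 0.37, 0.39 and 0.59. The pairing rests on the shared animal and not on these values. The pseudocount, the RPKM filter and the trend were chosen after trial fits of the same data had been seen. The test was also run on simulated reads drawn from the real libraries, with 200 of the genes changed among 10418 genes tested. It recovered 55.6% of the 2-fold and 100% of the 4-fold changes, and 3.75% of its calls were false. These rates describe the simulation. Whether they hold for the real cows, whose glands differed to unequal degrees, was not tested.

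Printed genes follow the rule fixed before the data were examined, without its symbol: an adjusted p under 0.05, a mean of at least 2 on the log2 scale, and the same direction in 6 of 6 cows, ordered by size of change. Because the IDs have no names, only the first 2 in each direction are printed. Values per library (share of the RPKM total on genes, share of the 10 most abundant genes, genes detected after thinning to 3120752 reads) were chosen after the data were seen and were compared by exact sign-flip permutation over the 6 cows, two-sided, where the smallest possible p is 0.0312. These used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with figures in matplotlib 3.10.9.

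Library titles carry a code of 50 (4 cows) or 70 (2 cows) whose meaning the labels do not give. It was treated as a possible batch. Alternatives covered the block, the scaling, the filter, the threshold, each cow left out, each code alone and limma-voom on recovered reads; the pseudocount, gene length, thinning, scaling to reads on genes and the trend were added after the data were seen.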

Results

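The transcriptome of milk somatic cells was profiled in 6 Holstein cows, each of which gave milk from 1 healthy and 1 mastitic gland. The 2 libraries of a cow carry the same number of days in milk, which is used here to name the cow. Mastitis is an inflammation of the mammary gland. The cows stood at 74, 44, 178 and 133 days (code 50 in the library titles) and at 7 and 236 days (code 70), in lactation number 1 to 3. The table listed 24596 genes, of which 18943 were above 0 RPKM in some library. Totals of 6149058 to 27529168 reads stood behind the RPKM of the 12 libraries, and 3120752 to 16944876 of those reads fell on listed genes. Between 13611 and 17073 genes were above 0 RPKM per library.

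The first question was whether glands of the same cow separated by health. The first principal component of the 10162 tested genes held 53.6% of the variance and set the 4 libraries with code 70 apart from the 8 libraries with code 50. It was also higher in the mastitic than in the healthy gland in 6 of 6 cows. The second component held 22.9% of the variance and was higher in the mastitic than in the healthy gland in 5 of 6 cows. The cow at 74 days differed on the second component, with -4.93 in the healthy and -8.57 in the mastitic gland. Expression correlated across genes at 0.71 to 0.98 between libraries of code 50, at 0.80 to 0.92 between libraries of code 70, and at 0.44 to 0.81 between the codes.

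**Figure D1:**
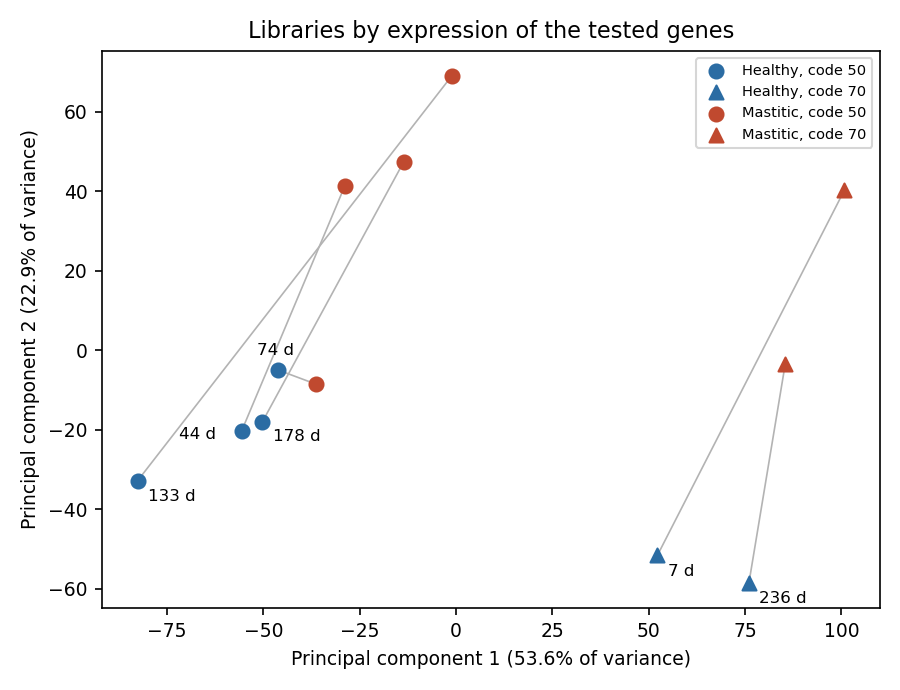
Principal components 1 (53.6% of variance) and 2 (22.9%) of log2 expression in the 12 libraries, in arbitrary units; blue is healthy, red is mastitic, circles are code 50, triangles are code 70, and a line joins the 2 glands of a cow, marked at the healthy one with the days in milk. Component 1 separates the codes and is higher in the mastitic gland in 6 of 6 cows, and on component 2 the mastitic gland lies above the healthy one in 5 of 6 cows.

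The main comparison asked which genes differed between the mastitic and the healthy gland of a cow. In mastitic glands 1028 genes rose and 536 fell among the 10162 tested (limma on log2 RPKM with cow as a block, Benjamini-Hochberg adjusted p under 0.05, n = 6 cows). The median change was 1.16 on the log2 scale among genes that rose and -1.17 among genes that fell. At least 2-fold changes were seen in 664 genes that rose and 355 that fell, and at least 4-fold changes in 123 and 78. In all 6 cows 1396 tested genes were higher and 676 lower, together 20.4%, where chance alone gives 3.12%. Without the replicate block by cow 253 genes passed, against 1564 with it.

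The split between the directions changed with the scaling, and also when each library was corrected on gene length. After TMM scaling 65.7% of the called genes were higher in mastitic glands and the median change of all tested genes was 0.096 on the log2 scale. That median ran from 0.065 to 0.151 with 1 cow left out. It was 0.164 with code 50 alone and 0.025 with code 70 alone. With median-of-ratios factors 147 genes were higher and 96 lower, and the median was 0.0089. With each library corrected on gene length 739 genes were higher and 639 lower, which is 53.6% higher, and the median was -0.018. This correction can also move the level of a whole library, and the log2 changes correlated with gene length at only 0.053. Gene length was thus not shown to act apart from the scaling. In the RPKM as deposited 270 genes were higher and 827 lower, which is 24.6% higher, and the median was -0.25. The lowest adjusted p was 0.0307, so the calls lay close to the threshold. No gene passed when any 1 of the cows at 44, 178, 133, 7 or 236 days was left out (limma, 2784 to 3541 genes at an unadjusted p under 0.05), and 2330 passed without the cow at 74 days.

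The genes with the largest change in the same direction in 6 of 6 cows are given by ID, since the table pairs no ID with a name. ENSBTAG00000006155.4 rose from 8.69 ± 6.46 RPKM in healthy glands to 155 ± 103 RPKM in mastitic glands (TMM-scaled, SD, n = 6). Its log2 change was 3.81 with an SE of 0.64 and an adjusted p of 0.0350 (limma). ENSBTAG00000007901.5 rose from 6.13 ± 5.62 to 105 ± 108 RPKM (SD, n = 6), a log2 change of 3.33 with an SE of 0.77 (limma, adjusted p = 0.0365). ENSBTAG00000014678.5 fell from 5775 ± 5357 to 314 ± 464 RPKM (SD, n = 6), with a log2 change of -4.30, an SE of 0.85 and an adjusted p of 0.0350 (limma). Its mastitic mean leaned on the cow at 74 days, at 1260 RPKM against 96.9 to 163 RPKM in the other cows. ENSBTAG00000013417.2 fell from 4692 ± 8449 to 95.2 ± 92.5 RPKM (SD, n = 6), with a log2 change of -4.23, an SE of 0.86 and an adjusted p of 0.0350 (limma). Its healthy mean leaned on the cow at 236 days, at 21772 RPKM against 202 to 3420 RPKM in the other cows. Its mastitic mean leaned on the cow at 74 days, at 277 RPKM against 34.7 to 106 RPKM in the other cows. The cow at 74 days gave the smallest change for each of these 4 genes, with log2 values of 0.49, 0.085, -0.062 and -0.046. The largest changes came from the cow at 133 days for the 2 genes that rose, at 6.49 and 7.10, and from the cow at 236 days for the 2 that fell, at -7.11 and -7.67. Recovered reads per library ran from 35 to 7133 for ENSBTAG00000006155.4 and from 27 to 14129 for ENSBTAG00000007901.5. They ran from 369 to 176009 for ENSBTAG00000014678.5 and from 168 to 213843 for ENSBTAG00000013417.2. None of the 4 passed with limma when any 1 of the cows at 44, 178, 133, 7 or 236 days was left out, and over all alternatives their adjusted p ran from 0.00176 to 0.184 (limma). In those fits without 1 cow their log2 changes, in the order given, were 3.27 to 4.08, 2.56 to 3.74, -4.77 to -3.74 and -4.71 to -3.54. The 2 genes that fell had log2 changes of -3.02 and -2.94 with code 50 alone and of -6.87 and -6.83 with code 70 alone. In all, 622 genes that rose and 182 that fell met the same rule.

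**Figure D2:**
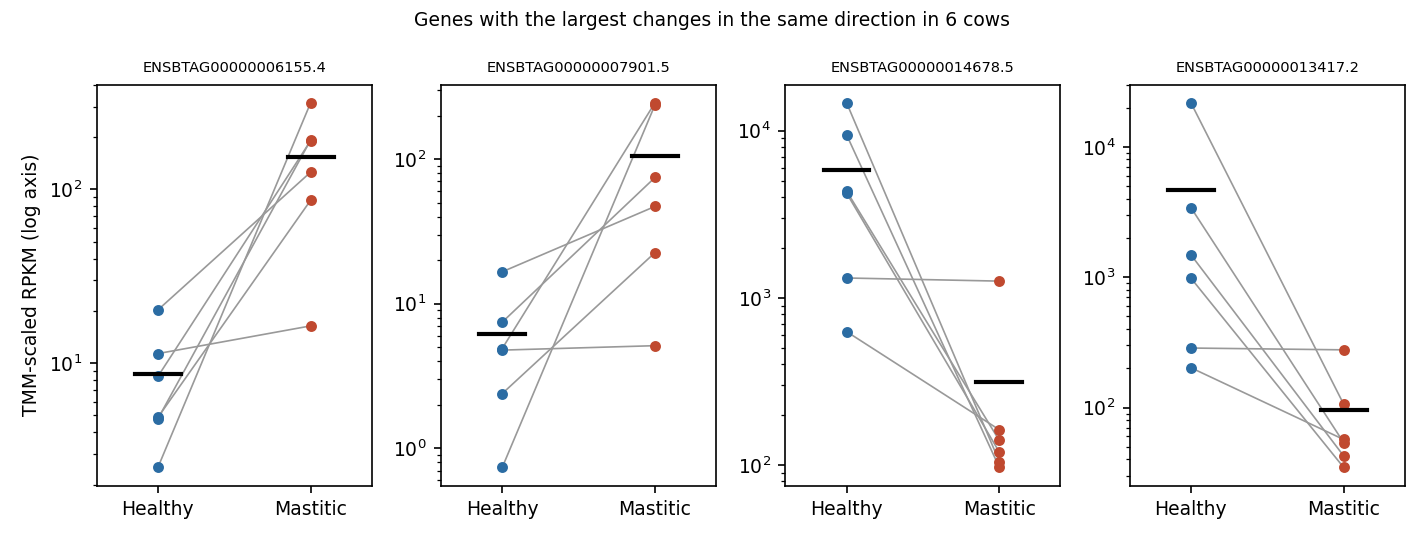
TMM-scaled RPKM on a log axis in healthy (blue) and mastitic (red) glands for the 4 genes with the largest changes in the same direction in 6 of 6 cows; points are libraries, grey lines join the 2 glands of a cow, and black bars are means of 6 cows. For each gene 1 line, that of the cow at 74 days, is nearly flat.

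Genes were also grouped by their mean level. Of the 3906 genes with a mean under 5 RPKM, 105 rose and 284 fell in mastitic glands, and the median log2 change was -0.10. Of the 5436 genes from 5 to 50 RPKM, 728 rose and 226 fell, with a median of 0.23. Of the 744 genes from 50 to 500 RPKM, 187 rose and 18 fell, with a median of 0.54. Of the 76 genes of 500 RPKM and over, 8 rose and 8 fell, with a median of 0.31. In the RPKM as deposited, the medians of these 4 tiers were -0.37, -0.16, 0.091 and -0.15, so the sign of the second and the fourth flipped, while the third tier stayed the highest. The calls in these tiers, from the lowest level up, were then 20 higher and 378 lower, 176 and 406, 73 and 34, and 1 and 9, so the second tier reversed its split. Among the 10 most abundant genes 5 fell and none rose (limma, adjusted p under 0.05), with log2 changes between -4.30 and 0.99. The deposited scaling also gave 5 that fell and 0 that rose, and median-of-ratios factors gave 1 and 0.

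The share of reads taken by the most abundant genes was compared between glands. The 10 most abundant genes of a library took 20.9% ± 9.15 (SD, n = 6) of the reads on genes in healthy glands and 11.99% ± 2.96 (SD, n = 6) in mastitic glands. The mastitic value was lower in 6 of 6 cows, with a mean log2 ratio of -0.74 (SE 0.23). The exact two-sided sign-flip permutation p was 0.0312, the smallest that 6 cows allow, or 0.0938 after Benjamini-Hochberg adjustment over the 3 measures compared in this way, which did not pass. Within code 50 the mean log2 ratio was -0.41 in 4 cows, and within code 70 it was -1.38 in 2 cows.

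The share of the RPKM total that fell on listed genes was 56.3% ± 20.3 (SD, n = 6) in healthy and 49.9% ± 21.4 (SD, n = 6) in mastitic glands. It was lower in the mastitic gland in 5 of 6 cows, and the difference did not pass the test (mean log2 ratio -0.22, SE 0.094, exact permutation p = 0.0625, adjusted 0.0938). Within code 50 the mean log2 ratio was -0.11 in 4 cows, and within code 70 it was -0.45 in 2 cows. At an equal depth of 3120752 reads on genes, 14046 ± 623 genes (SD, n = 6) were detected in healthy and 13166 ± 546 (SD, n = 6) in mastitic glands. That difference did not pass either (mean log2 ratio -0.093, SE 0.046, exact permutation p = 0.156, adjusted 0.156), with fewer genes in the mastitic gland of 4 cows and more in 2. The mean log2 ratio was -0.14 within code 50 and -0.00056 within code 70.

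**Figure D3:**
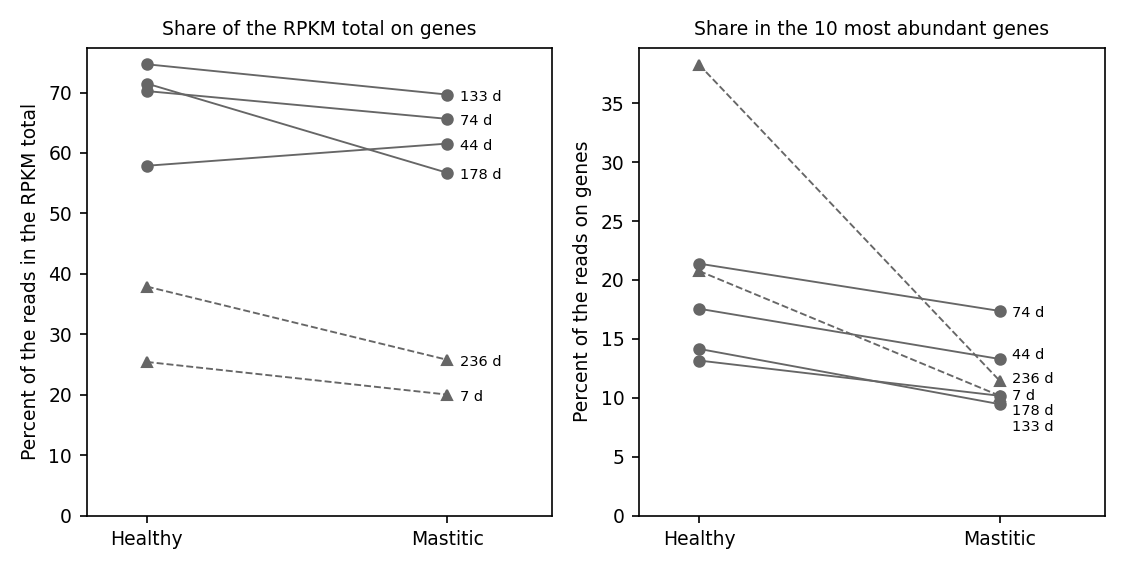
Left, percent of the reads in the RPKM total that fell on listed genes; right, percent of the reads on genes taken by the 10 most abundant genes of each library; lines join the 2 glands of a cow, marked with its days in milk, solid with circles for code 50 and dashed with triangles for code 70. The left values lie between 56.7% and 74.7% for code 50 and between 20.03% and 37.9% for code 70, and on the right all 6 lines fall.

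The size of the difference between glands was unequal between cows. In the cow at 74 days the 2 glands correlated at 0.98 across genes and 196 of the tested genes differed by at least 2-fold. In the other 5 cows the correlation was 0.71 to 0.89, and 1561 to 4155 genes differed by as much. The slope of a cow's log2 changes on the mean of the other 5 cows, over the tested genes, was 0.032 in the cow at 74 days and 0.57 to 1.81 in the other cows. Across genes, which are not independent replicates, the log2 changes of the cow at 74 days correlated at -0.11 to 0.25 with those of each other cow.

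The comparison was repeated within each code. With the 4 cows of code 50 alone no gene passed (limma, 3391 genes at an unadjusted p under 0.05), and without the cow at 74 days, which left 3 cows of that code, 2617 genes passed, a setting added after the data were seen. With the 2 cows of code 70 alone, 40 genes passed, of which 1 rose and 39 fell, in a fit that rests on 1 difference between cows per gene for its error. Mean log2 changes of the codes correlated at 0.61 across genes, and 67.8% of the genes had the same sign. A test of the difference in change between the codes found 0 genes with limma at an adjusted p under 0.05 and 1246 at an unadjusted p under 0.05, where chance gives about 508.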

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

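Chosen after the results they bear on had been seen were the slope test of the cow at 74 days, the test of the share on listed genes, the direction test of the 10 most abundant genes and both tests on the percent of calls that are higher. The other tests given here were written down before their results. By Dixon's test 5 values stood apart from the rest of their group of 6, among 22 groups checked. Chance does so in about 5% of groups if they are independent and their values normal. The groups shared libraries and included skewed RPKM of genes chosen for large changes, so that rate is only a rough guide here. The RPKM total of the mastitic gland of the cow at 44 days was 27529168 reads. The 10 most abundant genes took 38.3% of the reads on genes in the healthy gland of the cow at 236 days. ENSBTAG00000014678.5 stood at 1260 RPKM in the mastitic gland of the cow at 74 days. ENSBTAG00000013417.2 stood at 21772 RPKM in the healthy gland of the cow at 236 days and at 277 RPKM in the mastitic gland of the cow at 74 days.

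The cow at 74 days showed almost none of the difference between glands seen in the other cows. Exchanged labels of glands that differed as in the other cows would put its slope as far below 0 as theirs, 0.57 to 1.81, lay above, and it was 0.032, which argues against an exchange as the cause of the weak difference but not against one between glands that differed little. A single library deposited under both names would give a chi-square per degree of freedom near 1, and it was 51.1, against 125 to 325 in the other cows. An axis was set with the healthy mean of the other code 50 cows at 0 and their mastitic mean at 1. On it the healthy gland of the cow at 74 days lay at 0.36 and its mastitic gland at 0.41. Glands of the other code 50 cows, each placed by the cows left, ran from -0.65 to 0.19 when healthy and from 1.00 to 1.32 when mastitic. Their axes included the cow at 74 days, whose glands differed little, so these positions are not on a like scale. With 3 other code 50 cows to compare, an intermediate state of both glands stays open. A single wrong label and an exchange with a sample from outside also stay open and were not tested.

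Differences of the tested genes between libraries of code 70 and code 50 had a root-mean-square size of 1.19 around their median, on the log2 scale. This measures a spread over genes and not a shift in level. Correcting each library on gene length left 97.5% of that spread and thinning to equal reads on genes left 100.7%. Both values argue against gene length and depth as its cause. The number of cows with libraries of both codes was 0, so a difference between the cows and a difference in library making cannot be told apart. The comparison within cows is not touched by a constant difference between the codes.

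After TMM scaling 65.7% of the called genes were higher in mastitic glands, and in the RPKM as deposited 24.6%, with a shift of -0.34 in the median log2 change. The share of the RPKM total on listed genes had a mean log2 ratio of -0.22 (-0.11 within code 50 and -0.45 within code 70). It did not pass its test, and it leaves open that reads outside the listed genes made part of the shift. Without the 10 most abundant genes the ratio was -0.062 (exact permutation p = 0.281). The share of the other listed genes thus changed little against the RPKM total, and that reading is not settled. The 10 most abundant genes took a smaller share in the mastitic gland in 6 of 6 cows, with a log2 ratio of -0.74 (SE 0.23). The ratio was -0.41 within code 50 and -1.38 within code 70. Its exact permutation p was 0.0312, or 0.0938 after adjustment, which did not pass. Taken alone, a smaller share would raise the other genes, but the share of the other listed genes did not rise against the RPKM total, at -0.062. The share of the 10 genes was taken of the reads on genes. It therefore does not settle whether they had a part in the lower deposited values. A criterion set beforehand for these genes was met, since the ratio of the share on listed genes was -0.062 without them, but it follows from the shares and does not ask in which direction they would act. Scaling to the reads on listed genes gave 52.4% of calls higher and leaving the 10 genes out of those totals gave 28.7%, but such settings move every gene of a library alike and decide neither, and no biological explanation of the split was tested.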

How the results depend on the processing

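The main filter, pseudocount and trend, the settings on the pseudocount, gene length, thinning, reads on genes, the trend, code 50 without the cow at 74 days, the 3 measures per library and the exchange test over 12 settings were chosen after the data were seen; the other alternatives were fixed before the data were examined. Against 1564 called genes, limma called 253 with no replicate block, 243 with median-of-ratios factors, 1019 at a 2-fold minimum, 40 with code 70 alone and 2617 with code 50 without the cow at 74 days. It called 0 with no filter on low genes, at an adjusted p under 0.01, with a pseudocount of 5 RPKM and with code 50 alone. Leaving out each cow gave 0 to 2330 calls. In the 9 settings with 0 calls, 2784 to 5062 genes had an unadjusted p under 0.05. The cause of these losses was not tested. The stricter filter, the deposited scaling, both scalings to reads on genes, limma-voom on recovered reads, a pseudocount of 0.1, length correction, thinning and no trend gave 1097 to 1923 calls, of which limma-voom shared 1469 with the main test. Of 32 exchanges of glands within cows, 1, the real one, called as many as 1564 genes, and the highest other called 1005. With the highest count over 12 settings of pseudocount, filter and trend taken for each exchange, because these were chosen under the real labels, again 1 reached the real count of 1672, and the highest other was 1157. A share of 1 in 32 is the smallest that these exchanges allow, so it argues against chance over these settings without excluding it. The 12 settings did not vary the scaling. The highest other exchanged every cow but the cow at 74 days, which mirrors exchanging that cow alone, and the remaining 30 called 0. Counted per gene and setting, the 4 printed genes passed in 52 of 88 combinations, with adjusted p from 0.00176 to 0.184 (limma). Their direction was kept in 88 of 88. The genes were chosen for large changes with the same direction in every cow, which largely fixed that outcome beforehand. The kept direction is therefore no test of how robust they are. The tally of 88 leaves out the threshold of 0.01 and the 2-fold minimum, which reuse the main fit. The 4 genes did not pass at 0.01, with adjusted p of 0.0350 to 0.0365 (limma), and passed at the 2-fold minimum. For the share of the 10 most abundant genes the log2 ratio without 1 cow ran from -0.82 to -0.54, where the exact permutation test of 5 cows cannot go below p = 0.0625, and it was -0.41 for code 50 and -1.38 for code 70. The log2 ratio of genes detected, -0.093, passed the exact permutation test without the block (p = 0.0281). DESeq2 was not run. Fits without milk protein genes were not run, because the table holds no gene names to find them by. Reads on genes ran from 3120752 to 8988301 in code 70 and from 4592026 to 16944876 in code 50, which limits the precision of low genes in the libraries with the fewest reads.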

Other observations

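The group described here and its test were chosen after the data were seen. Among the genes that fell, 8 had a mean of at least 500 RPKM in healthy glands and a log2 change below -2, from -4.35 to -2.87. Together they took 10.1% of the reads on genes in healthy glands on average and 0.443% in mastitic glands. In healthy glands their share ran from 1.03% in the cow at 74 days and 1.07% in the cow at 178 days to 35.4% in the cow at 236 days. In mastitic glands it ran from 0.126% to 0.317% in 5 cows and was 1.73% in the cow at 74 days, where it was higher than in the healthy gland.

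A hypothesis, which these data leave open, is that the 8 genes may come from 1 source whose share of the reads differs between glands. The SD between the genes within a cow averaged 0.65, the SD of their mean between cows was 2.79, and the ratio was 0.23. The genes were chosen for a large fall and were not set against other genes that fell, so this ratio does not test the hypothesis.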
